A study of Mus musculus with 4 samples. Its data were reported in "Spermidine-eIF5A axis is essential for muscle stem cell activation via translational control" (2024).

How the data were processed

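Ribosome profiling (Ribo-seq), which sequences the mRNA fragments that ribosomes protect from nuclease digestion, was performed on primary mouse myoblasts, the cultured progeny of muscle stem cells. Cells came from wild-type (WT) mice and from mice labelled as eIF5A knockout (KO), in which the gene of the translation factor eIF5A is deleted in Pax7-expressing cells after tamoxifen. There were 2 libraries per group and 4 in all. The labels placed each library in its group and gave it a replicate number.

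According to the methods of the study, the authors stopped elongation with cycloheximide, digested lysates with RNase I, recovered ribosome complexes on a size-exclusion resin, selected fragments on a gel and sequenced them as single-end reads. Low-quality, adapter-only, rRNA and tRNA reads were removed. The remaining reads were aligned to the mouse genome with Tophat2 and counted per gene with HTSeq on Ensembl gene models of the GRCm38 build. How reads that match several places were counted, and whether strand was used, was not stated.

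The values deposited by the authors were RPKM (reads per kilobase of gene length, scaled to a common library size), in a single table of 55573 genes that also gave each gene's position, length and class. Multiplying each RPKM by the deposited gene length and dividing by the smallest non-zero product of the library gave whole reads for 100.0% of the values. The per-library denominators that this implied were 602863, 471136, 906990 and 807705 reads for WT replicates 1 and 2 and the libraries labelled KO replicates 1 and 2. Each equalled the geometric mean of the 4 library totals multiplied by the library's median-of-ratios size factor (0.912, 0.713, 1.37 and 1.22), computed here over genes above 0 in all libraries. The deposited RPKM had thus been scaled so that the typical gene had the same level in each library, not to the total of reads. A change shared by most genes cannot be seen in such values.

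The recovered depth was 648386 and 642429 gene-assigned reads in the WT libraries and 704006 and 650210 in the libraries labelled KO. A floor of 3 reads was used, below which a level could not be told from 0. It was equal to an RPKM of 4.98, 6.37, 3.31 and 3.71, in the same order, for a gene of 1 kb. A fold against a group whose libraries were all at or under the floor was computed against the floor and given as a lower bound. Shares of reads in a single library were given with a 95% Wilson interval. These reads carry no molecular identifiers, so intervals and floors cover counting error only.

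Because the values were RPKM, the main test was limma 3.58.1 (lmFit and eBayes with a mean-variance trend, in R 4.3.3) on log2(RPKM + 1), with the group as the only term, on the 11363 genes with a mean RPKM of at least 1 over the 4 libraries. Log2 differences are on this scale, which understates the change of low genes. P-values were two-sided and adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The criterion that the study applied to RNA-seq, at least 2-fold with an unadjusted p-value under 0.05, was also counted. A count free of any variance model gave the genes whose lowest RPKM + 1 in one group was at least 2 times the highest in the other. With 2 libraries against 2 an exact permutation test has 3 distinct splits and cannot give a p-value under 0.333.

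A total of 14 gene lists was tested with camera (limma, preset inter-gene correlation of 0.01) and adjusted over the lists. They covered the polyamine and hypusine pathway, myogenic regulators, muscle differentiation genes, autophagy, the cell cycle, ribosomal proteins, translation factors, the integrated stress response, p53 targets, fibroblast, endothelial and immune markers, mitochondrially encoded proteins, and 10 genes that the study displayed. The last were chosen by the study partly on these libraries. The spread of a list's median was the SD of 1000 bootstrap draws of its genes. Genes whose protein has at least 3, or at least 4, consecutive prolines formed another set. Coding GC content, coding length and proline runs were taken from the longest coding sequence of each gene in GENCODE vM21, which is of the same build; 99.7% of the genes in the table had an identifier there, and 99.7% of those had the same start and end. Gene positions are those of the deposited table.

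Groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule always named Eif5a, Myod1 and Myog. It added the 5 largest decreases and the 5 largest increases among genes with an adjusted p-value under 0.05, a mean RPKM of at least 5 and both libraries of one group on the same side of both libraries of the other. Where fewer than 5 passed in a direction, genes with an unadjusted p-value under 0.05 and at least 2-fold filled the places. Genes named outside this rule were chosen after their values were seen, and the text says so.

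The alternatives tried were a pseudocount of 0.1, no filter, a mean RPKM of at least 5, median centring, quantile normalization, a variance prior without a trend, a robust prior, the replicate number as a block, each library left out, protein-coding genes only, an adjusted threshold of 0.1, a 1.5-fold threshold, fry and camera with an estimated correlation for the lists, and a matched background for the proline set. Alternatives added after seeing the data were log2(scaled recovered reads + 1), voom on recovered reads of protein-coding genes with at least 20 reads over the 4 libraries, a minimum of 40 reads, RPKM on total reads, and removal of each library's loess trend (span of 0.3) on coding GC content and log2 coding length, with and without the replicate block.

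The scripts were tested on simulated data. Reads for the real genes were drawn from the real means and size factors, with 200 genes changed by 2 on the log2 scale in a known direction. Every gene had the same dispersion (spread beyond counting error) of 0.0473. This was the median within groups of protein-coding genes with a mean of at least 20 scaled reads. No GC trend was simulated. All reads were recovered from the simulated RPKM (100.0%). The median estimate was 1.85 for raised and -1.76 for lowered genes with at least 20 reads per library. At an adjusted p-value under 0.05 the main test called 1 of the 197 changed genes tested and 26 unchanged genes. The called unchanged genes had a median length of 83 nt and at most 21 reads over the 4 libraries. The fold and p-value criterion called 165 changed and 349 unchanged genes. On the same libraries, voom called 82 of 158 changed genes and 4 unchanged genes. The adjusted calls of the main test are therefore not reliable for short genes with few reads, and its power at the adjusted threshold was low. Camera gave a p-value of 3.16e-16 for a set of 30 genes raised 2-fold and 0.855 for the same set left unchanged; the simulated genes varied independently.

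Translation efficiency, which needs RNA-seq of the same cells, was not analysed here. Figures were drawn with matplotlib 3.10.9.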

Results

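Ribo-seq was performed on primary myoblasts cultured for 2 days from WT mice and from mice labelled eIF5A-KO, with 2 libraries per group. The libraries held 648386 and 642429 gene-assigned reads for WT and 704006 and 650210 for the libraries labelled KO. Protein-coding genes received 41.5% (95% interval 41.4% to 41.6%) and 33.9% (33.8% to 34.0%) of these reads in WT replicates 1 and 2. In the libraries labelled KO they received 65.4% (65.2% to 65.5%) and 59.2% (59.1% to 59.3%). The group means were 37.7% ± 5.40 (SD, n = 2) and 62.3% ± 4.33 (SD, n = 2). Mitochondrial rRNA took 34.6% ± 6.38 of reads in WT and 16.8% ± 2.45 in the libraries labelled KO (SD, n = 2). The authors had removed rRNA reads before alignment, and how complete this was in each library is unknown. The shares depend on that step. MicroRNA genes took 10.5% ± 8.83 in WT, a spread set by 16.8% in WT replicate 2 against 4.30% in WT replicate 1, and 2.58% ± 0.379 in the libraries labelled KO. Rny1, a small noncoding RNA, took 8.36% and 15.31% of reads in WT replicates 1 and 2 and 13.04% and 15.34% in the libraries labelled KO. For protein-coding genes and mitochondrial rRNA the groups did not overlap. An exact permutation test on 2 against 2 libraries cannot give a p-value under 0.333. The median tested gene had 54 reads over the 4 libraries together.

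**Figure D1:**
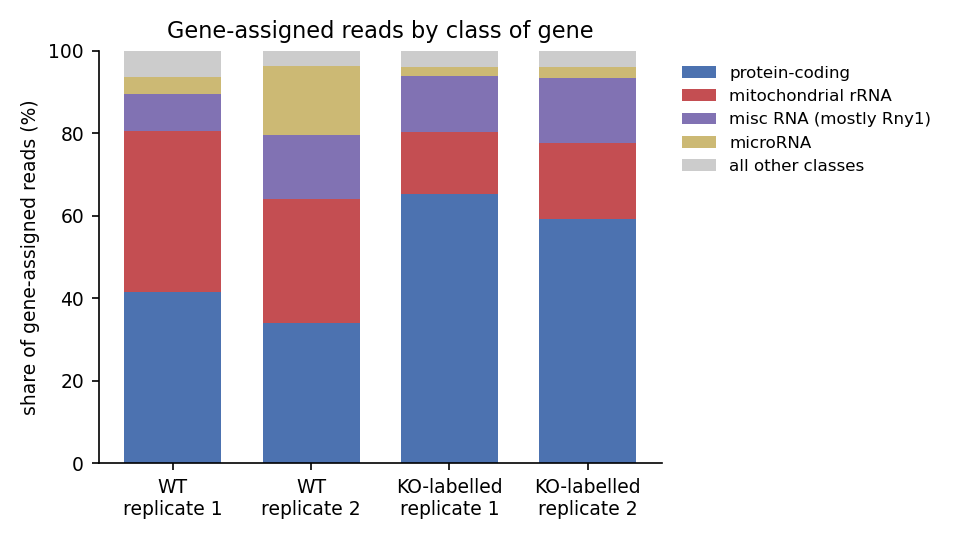
Share of gene-assigned reads (%) by class of gene in each of the 4 libraries, as stacked bars. Protein-coding genes took 33.9% and 41.5% of reads in the WT libraries and 59.2% and 65.4% in the libraries labelled KO.

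Replicates were compared first over protein-coding genes with at least 20 reads in a pair of libraries. Chi-square per degree of freedom, which is about 1 for sampling noise, was 6.94 between the WT replicates and 5.28 between the replicates labelled KO. No pair was a repeat of the same library. Between groups it ranged from 3.61, for WT replicate 2 against the library labelled KO replicate 2, to 10.2, for WT replicate 1 against the library labelled KO replicate 1. WT replicate 2 was therefore closer by this measure to a library of the other group than to its own replicate.

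Eif5a, the targeted gene (ENSMUSG00000078812, chromosome 11, 69916714 to 69921958, minus strand, GRCm38), was examined in each library to check the labels. It had 50 and 73 reads in the WT libraries and 130 and 114 reads in the libraries labelled KO. The level was 50.0 ± 21.4 RPKM (SD, n = 2) in WT and 59.8 ± 0.652 RPKM (SD, n = 2) in the libraries labelled KO. The log2 difference was 0.32 ± 0.48 (SE), with a 95% interval from -0.87 to 1.51 and an adjusted p-value of 0.839 in limma. Without WT replicate 1 the difference was -0.12. Footprints on Eif5a were therefore not detectably lower in the libraries labelled KO, and the values, summed over the whole gene, give no position within it. Every direction given below is between libraries labelled KO and WT, and the level of the targeted gene does not separate them. The study checked the knockout by RT-PCR in freshly isolated muscle stem cells and by immunostaining on myofibers, and reported that it succeeded. It describes no such check for the cultures used here. The paralog Eif5a2 had 0 and 3 reads in WT and 1 and 5 in the libraries labelled KO.

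The study followed up Myod1, a transcription factor of activated muscle stem cells, as an mRNA whose translation needs eIF5A. Myod1 (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099, plus strand) had 157 and 103 reads in WT and 82 and 120 reads in the libraries labelled KO. Its level was 129 ± 15.9 RPKM (SD, n = 2) in WT and 64.2 ± 22.1 RPKM (SD, n = 2) in the libraries labelled KO. Both values labelled KO lay below both WT values. The log2 difference was -1.03 ± 0.48 (SE), with a 95% interval from -2.22 to 0.16. In limma the unadjusted p-value was 0.0780 and the adjusted p-value 0.676, and the exact permutation test gave the smallest p-value it allows, 0.333. With voom on recovered reads, an alternative chosen after seeing the data, the log2 difference was -1.04, with an unadjusted p-value of 0.0193 and an adjusted p-value of 0.422. The decrease did not pass the adjusted threshold in either fit, but the main test had low power at that threshold. It was -0.68 without the library labelled KO replicate 1. Of the alternatives, scaling to total reads moved it most, to -0.42, where the median gene moved by 0.47, so that Myod1 lay 0.89 below the median gene. The coding sequence of Myod1 is 65.2% GC, and the log2 difference was -0.56 once the trend of each library on GC content and coding length was removed.

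Myog (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548, plus strand) had 82 and 3 reads in WT and 1 and 2 reads in the libraries labelled KO. Its level was 47.6 ± 61.3 RPKM (SD, n = 2) in WT. Both libraries labelled KO were at or under the floor of 3 reads, so the level was at least 20.3-fold lower there than the WT mean. The bound rested on WT replicate 1, since the other 3 libraries were all at or under the floor. The adjusted p-value was 0.672 in limma.

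**Figure D2:**
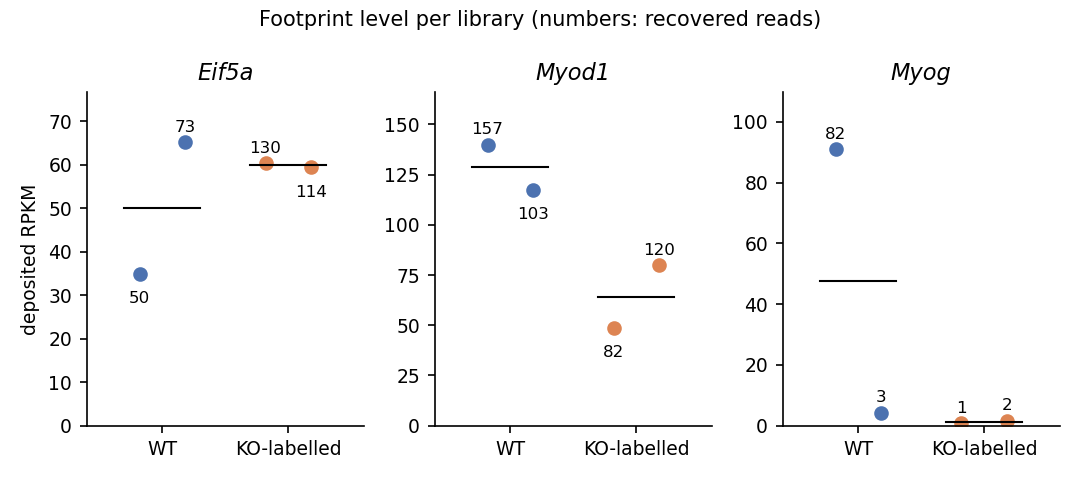
Deposited RPKM of Eif5a, Myod1 and Myog in each library (points), with the group mean (line) and the number of recovered reads beside each point. Eif5a had 130 and 114 reads in the libraries labelled KO, and the Myog level in WT came from 1 library with 82 reads.

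Across the 11363 genes tested, 9877 of them protein-coding, limma called 1 gene higher and 11 lower in the libraries labelled KO at an adjusted p-value under 0.05. An unadjusted p-value under 0.05 was reached by 832 genes, where 568 would be reached by chance. None of the 12 called genes was protein-coding. They were 56 to 163 nt long and had 2 to 8 reads over the 4 libraries. The lower genes named by rule were Mir5620, Gm24145, Gm25514, Scarna17 and Mir679, with 3, 8, 6, 3 and 2 reads in WT and 0 in the libraries labelled KO. The higher genes were Gm24195, which had 0 reads in WT and 5 in the libraries labelled KO, and by the unadjusted criterion Gm22574, Gm23442, Mir3070b and Gm27607. These 4 had 0, 1, 0 and 0 reads in WT and 5, 22, 4 and 4 in the libraries labelled KO. In each of these 10 genes at least 1 group was at or under the floor. The largest bound was for Gm23442, a small nucleolar RNA (chromosome 17, 35162563 to 35162696, minus strand), at least 2.28-fold higher. No call was left among protein-coding genes alone, where 835 genes had an unadjusted p-value under 0.05. Across the alternatives the number of calls ranged from 0 to 21, the latter with a robust variance prior.

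The fold and p-value criterion was passed by 303 genes that were higher and 488 that were lower in the libraries labelled KO. Of these 791 genes, 550 were protein-coding and 122 had under 10 reads over the 4 libraries. When the 4 libraries were parted in the other ways, 365 and 232 genes passed. The alternative that moved the count most was scaling to total reads, with 1579 higher and 168 lower genes. The groups were separated at least 2-fold in every pair of libraries for 137 higher and 284 lower genes, 421 in all, against 246 and 171 for the other ways to part the libraries. Groups did not overlap for 40.4% of the genes tested, where chance gives 33.3%. The grouping by label thus gave the most genes in each count. With 3 ways to part the libraries, this cannot reach a p-value under 0.333.

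The log2 difference fell with the GC content of the coding sequence. Across 9847 protein-coding genes, which are not independent replicates, Spearman's rho was -0.36. The median log2 difference was 0.38 in the decile with the lowest GC content and -0.47 in the decile with the highest. Replicates of a group differed with GC content as well, with a rho of 0.10 for WT replicate 1 minus 2 and -0.19 for the libraries labelled KO, replicate 1 minus 2. The difference with coding length had a rho of -0.07.

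**Figure D3:**
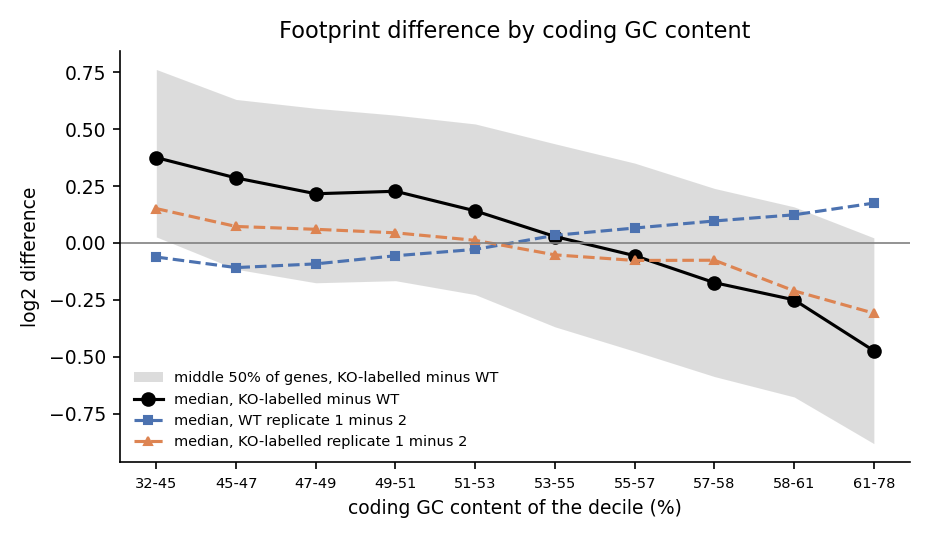
Median log2 difference of protein-coding genes (vertical axis) in deciles of coding GC content in % (horizontal axis), for the libraries labelled KO minus WT with the middle 50% of genes shaded, and for the replicates of each group. The difference between groups runs from 0.38 to -0.47.

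Of the 14 preset lists, 7 passed an adjusted p-value of 0.05 in camera with the preset correlation. Myogenic regulators were lower in the libraries labelled KO, with a median log2 difference of -0.82 ± 0.20 (bootstrap spread), 18 of 21 genes lower, and an adjusted p-value of 8.83e-05. The median was -0.53 without WT replicate 1. Muscle differentiation genes had a median of -1.30 ± 0.38, with 12 of the 15 tested genes of 35 lower and an adjusted p-value of 0.000401. Without a filter on low values the median was -0.44. With genes at the floor set to their bound the median was -0.94, and without WT replicate 1 the fitted median was -0.71. Mitochondrially encoded proteins had a median of -1.26 ± 0.23, with 9 of 9 lower and an adjusted p-value of 0.000101. Their median was -0.65 without the library labelled KO replicate 1. The genes displayed by the study had a median of -1.05 ± 0.11, with 10 of 10 lower and an adjusted p-value of 0.000101. The median was -0.66 without the library labelled KO replicate 1. Since the genes were picked partly on these libraries, this is not independent evidence. Cell cycle genes were higher, with a median of 0.79 ± 0.15, 33 of 39 genes higher and an adjusted p-value of 7.62e-06. The median was 0.35 without WT replicate 1. Translation factors had a median of 0.43 ± 0.05, with 51 of 66 higher and an adjusted p-value of 0.000450, and a median of 0.28 without WT replicate 1. With the GC and length trend removed their median was 0.17 (adjusted p-value of 0.0209), so most of the difference went with the trend. Fibroblast markers had a median of 0.40 ± 0.10, with 23 of 28 higher and an adjusted p-value of 0.0116, but a median of 0.05 without the library labelled KO replicate 1. Both libraries labelled KO lay beyond both WT libraries in the medians of all of these lists except the fibroblast list, where 1 of 2 did.

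The other 7 lists did not pass. The median log2 difference was 0.22 for the polyamine and hypusine pathway (adjusted p-value of 0.221), -0.03 for autophagy (0.770), -0.02 for ribosomal proteins (0.808), 0.26 for the integrated stress response (0.0943), 0.09 for p53 targets (0.821), 0.27 for endothelial markers (0.221) and -0.30 for immune markers (0.907). These medians moved with single libraries. Without WT replicate 1 they were 0.20 for autophagy and 0.11 for the integrated stress response, and without WT replicate 2 they were -0.33 for autophagy, 0.07 for the polyamine and hypusine pathway and 0.28 for immune markers. Without the library labelled KO replicate 1 they were 0.19 for ribosomal proteins and 0.04 for endothelial markers, and without the library labelled KO replicate 2 they were -0.06 for p53 targets and -0.22 for ribosomal proteins. The study reported no effect on autophagy in its Ribo-seq data. No member of any list passed an adjusted p-value of 0.05, whether adjusted over all genes or adjusted over the list alone. In the 7 lists that passed, unadjusted p-values under 0.05 were found for 6 myogenic regulators, 5 muscle differentiation genes, 6 cell cycle genes, 4 translation factors, 3 mitochondrially encoded genes, 1 fibroblast marker and 1 gene displayed by the study. None of the 7 list calls held under fry (smallest adjusted p-value of 0.354) or with an estimated correlation (0.441). Both tests weigh a list against the spread between only 4 libraries, which leaves them little power. Endothelial markers, which did not pass in camera with the preset correlation, had the same 2 values. Failing these tests is therefore no evidence that a list is unchanged.

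**Figure D4:**
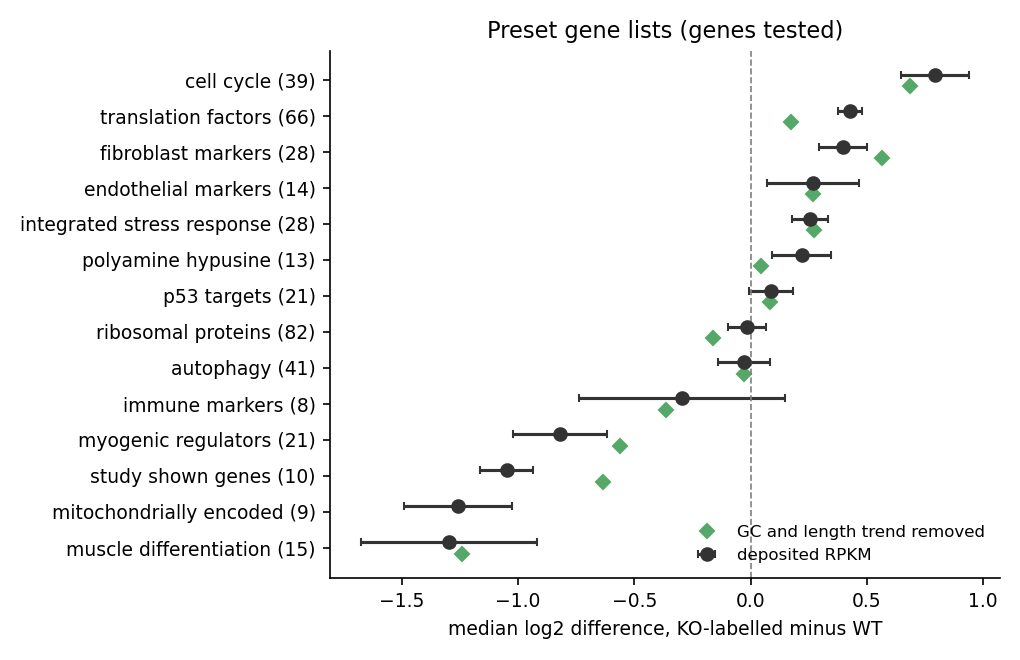
Median log2 difference (horizontal axis) of each preset list in the libraries labelled KO against WT, with the number of genes tested. Circles show the deposited RPKM with the bootstrap spread of the median, and diamonds the values with the GC and length trend removed, drawn where at least 80% of the genes had a GC value. Myogenic regulators moved from -0.82 to -0.56, the genes displayed by the study from -1.05 to -0.64, translation factors from 0.43 to 0.17, and cell cycle genes from 0.79 to 0.68.

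Hypusinated eIF5A is described in the study as aiding the translation of consecutive proline codons. Genes with at least 3 prolines in a row, 2542 in all, had a lower median log2 difference than the other genes tested (difference of -0.17, camera p-value of 0.0280). For the 873 genes with at least 4 prolines in a row the difference was -0.21 (camera p-value of 0.00537). For the genes with at least 3 prolines in a row the difference was not past the threshold under fry (p-value of 0.308), and it was -0.078 (camera p-value of 0.216) with the GC and length trend removed and -0.03 without WT replicate 1. For those with at least 4 it was -0.093 (camera p-value of 0.143) with the trend removed.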

Values the study reported

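The study reported that, monosome-seq and polysome-seq covered 21,032 mRNAs, of which 230 had fewer reads in eIF5A-KO cells than in WT cells. From Ribo-seq, it reported a decreased translation efficiency in KO cells for 14% of mRNAs, and a decreased translation efficiency of Myod. RIP-seq with an eIF5A antibody gave 1220 associated mRNAs, of which 123 also emerged from Ribo-seq, and Myod mRNA was enriched more than 3-fold over IgG. RNA-seq showed no difference in Myod mRNA between the genotypes, and a western blot showed MyoD protein in WT cells alone.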

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

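Eif5a, Myod1 and Myog kept their direction and stayed above the adjusted threshold under the alternatives with a test. Staying above it is little evidence of no change. In the simulation the main test called 1 of 197 changed genes at this threshold. Their log2 differences ranged from 0.10 to 0.92 for Eif5a among fits of all 4 libraries, with adjusted p-values from 0.330 to 0.972. The adjusted p-values ranged from 0.422 to 0.768 for Myod1 and from 0.206 to 0.765 for Myog. Leaving out a library in turn leaves an arm with 1 library, so no test was made. These differences ran from -0.12 to 0.76 for Eif5a, from -1.38 to -0.68 for Myod1 and from -5.42 to -1.29 for Myog, where the value nearest 0 was without WT replicate 1. Counts that rest on a p-value, and the count of lists, have no value with a library left out.

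The 12 calls at the adjusted threshold became 0 with a pseudocount of 0.1, without a filter, at a mean RPKM of at least 5, without a variance trend, with the replicate block, among protein-coding genes alone, with the GC and length trend removed and on total reads; between 505 and 1854 genes had an unadjusted p-value under 0.05 in these 8 fits. They became 21 with a robust prior, which kept the 12. A minimum of 40 reads gave 2 calls (Gm23796 and Rn7s6, both lower), voom on recovered reads 4, and the GC and length trend removed with the replicate block 3 (Cks2 and 1700064H15Rik lower, Hist1h2bn higher, with 18, 4 and 7 reads over the 4 libraries). Log2(scaled recovered reads + 1) gave 15 lower genes, 3 of them protein-coding and shared with voom. None of these calls was among the 12, and the genes were named after their values were seen. The cause was not tested, except that simulated unchanged short genes were called by the main test.

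The 791 genes past the fold and p-value criterion became 469 at a mean RPKM of at least 5, where 5514 genes were tested, and 1747 on total reads. Total reads raised the median log2 difference of all genes by 0.47, since the libraries labelled KO have more protein-coding reads. The share of lower genes was 61.7% as reported, 50.0% with quantile normalization (392 higher, 392 lower), 50.4% among protein-coding genes, 51.3% with the GC and length trend removed and 9.62% on total reads. Of the genes past the criterion, 334 were shared with voom, which called 782.

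The 421 genes separated at least 2-fold became 654 with a pseudocount of 0.1, 228 at a mean RPKM of at least 5, 207 among protein-coding genes and 170 with the GC and length trend removed. With a library left out, which makes separation easier, they numbered from 978 to 2111.

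The 7 list calls fell to 0 under fry and to 0 with an estimated correlation, tests with little power on 4 libraries. The other alternatives gave 7 calls. The exceptions were 9 with the GC and length trend removed, with or without the replicate block, and 9 on total reads. Those added on total reads, where the median gene moved by 0.47, were both higher. They were the integrated stress response (0.78, adjusted p-value of 0.00883 in camera) and endothelial markers (0.85, adjusted p-value of 0.0489 in camera). Medians near 0 changed sign. Autophagy was at 0.0021 without a filter, 0.16 at a mean RPKM of at least 5, 0.039 with median centring, 0.0099 with quantile normalization and 0.53 on total reads. Ribosomal proteins were at 0.052 with median centring, 0.085 with quantile normalization and 0.58 on total reads. Immune markers were at 0.030 without a filter, 0.058 with voom, 0.054 with at least 40 reads and 0.15 on total reads. Scaling to total reads adds 0.62 to a gene far above the pseudocount, and it moved the 3 lists by 0.56, 0.59 and 0.45. Median centring adds 0.067 to every gene. The sign changes in these 2 settings follow from the scaling. The cause of the others was not tested. With the GC and length trend removed, the integrated stress response passed as higher (0.27, adjusted p-value of 0.0211) and ribosomal proteins as lower (-0.16, adjusted p-value of 0.0209). The 9 calls of that fit include the mitochondrially encoded list on 3 of its 9 genes, where the correction is void.

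The difference of the proline set was -0.21 (p-value of 0.0523) at a mean RPKM of at least 5, -0.078 with the GC and length trend removed, -0.078 with that and the replicate block (p-value of 0.230), -0.17 on total reads (p-value of 0.298) and -0.17 under fry (p-value of 0.308). The cause was not tested beyond the GC trend. It ran from -0.31 to -0.03 with a library left out. It was larger with voom (-0.32, p-value of 5.77e-05), among protein-coding genes (-0.24, p-value of 0.000448), with at least 40 reads (-0.24, p-value of 0.00133) and against genes matched on coding length and mean expression (-0.28, p-value of 6.02e-05), none of which corrects for GC content.

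The replicate numbers do not pair the libraries by any label, and the deviations of same-numbered libraries had a correlation of 0.06 across genes. With the replicate number as a block, 0 genes passed the adjusted threshold, with 827 at an unadjusted p-value under 0.05, and 823 passed the criterion.

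Among the named short genes and single lists, 57 of 434 values fell short of the threshold and 6 passed it. With a library left out, 25 moved by more than the spread between replicates. Fits of all 4 libraries were not counted for such moves, although some moved by more. Translation factors went from 0.43 to 0.99 on total reads, with a spread between replicates of 0.15. Depth limits what can be read from genes with few reads, and 11.2% of tested genes had under 10 reads over the 4 libraries. Depth is not the only limit, since replicates differed by more than sampling noise. Chi-square per degree of freedom was 6.94 between the WT replicates and 5.28 between the replicates labelled KO.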

Other observations

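The tests of the GC and length trend on the myogenic list, the cell cycle list and Myod1 were chosen before any GC value was seen. The main fit, the fits with a library left out and camera with an estimated correlation were fixed before the data were examined. Their use here to test explanations, and all other tests here, were chosen only after the result was seen.

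Eif5a was not lower in the libraries labelled KO, with 244 reads there. Reads shared with the paralog would need reads on Eif5a2, which had 6 in the libraries labelled KO. Too low a depth to see a 2-fold loss is argued against by the lower 95% limit of the log2 difference, -0.87, although this rests on 2 libraries per group and the difference was -0.12 without WT replicate 1. Cells outside the Pax7 lineage, in which the deletion would not occur, may contribute. The median endothelial marker had 158.5 reads over the libraries labelled KO, against 12 for Pax7. Other muscle genes were nearer to it or above it there, with 112 reads for Des, named after its values were seen, and 202 for Myod1. The most abundant markers were also present in WT: Cdh5 had 306 reads in WT and 563 in the libraries labelled KO, and Dcn, a fibroblast marker, 1189 and 3242. These reads are not scaled. The mean RPKM was 67.3 in WT and 77.6 in the libraries labelled KO for Cdh5, and 183 and 316 for Dcn. Neither difference was past the threshold in limma (adjusted p-values of 0.898 and 0.747). Dcn had 2435 reads in the library labelled KO replicate 1 and 807 in replicate 2. No library of pure myoblasts was analysed here, so how many of these markers myoblasts themselves express, and what share of cells this is, was not measured. None of the 14 endothelial or 28 fibroblast genes is in another list. Footprints from exons left outside the deleted segment stay open, since the 244 reads are summed over the gene. An exchange of the group labels stays open too: the libraries labelled WT had 123 Eif5a reads, and how many reads remain after the deletion is unknown.

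The 12 genes at the adjusted threshold may come from few reads on short genes. With reads not divided by gene length, 0 of the 12 kept an adjusted p-value under 0.05 (range over the alternatives of 0 to 21 calls in all). In the simulated libraries the same test called 26 unchanged genes, with a median length of 83 nt. A biological difference in these small RNAs cannot be read from 2 to 8 reads.

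With voom on recovered reads, an alternative chosen after seeing the data, 4 protein-coding genes passed an adjusted p-value of 0.05, all lower in the libraries labelled KO. In the simulation this test called 82 of 158 changed genes and 4 unchanged genes. That simulation gave every gene the same dispersion (0.0473) and held no GC trend. In the real libraries, genes that vary more between replicates may be called falsely more often. The genes, named after their values were seen, were Smad6, Tfap2b, Klhl15 and Megf11. Smad6 (chromosome 9, 63953076 to 64022059, minus strand) had 264 and 530 reads in WT and 99 and 44 in the libraries labelled KO, with a log2 difference of -3.19 and an adjusted p-value of 0.000540. Tfap2b had 40 and 113 reads against 12 and 10 (adjusted p-value of 0.010). Klhl15 had 65 and 78 against 19 and 21 (0.0127), and Megf11 31 and 98 against 4 and 17 (0.0288). None passed in limma on log2(RPKM + 1), where the adjusted p-values were 0.506, 0.538, 0.410 and 0.65. With the GC and length trend removed the differences were -2.47, -2.73, -2.45 and -2.07, with adjusted p-values of 0.669, 0.669, 0.611 and 0.669. On log2(scaled recovered reads + 1) Smad6, Tfap2b and Klhl15 were the 3 protein-coding genes among 15 lower genes that passed, with adjusted p-values of 0.0351, 0.0413 and 0.0457. The other 12 were noncoding, mostly microRNAs and small nuclear RNAs, and microRNAs took a larger share of reads in WT. No explanation of these 4 differences was tested beyond the GC trend.

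The fall of the log2 difference with coding GC content is a candidate technical pattern. Low counts of GC-rich genes are argued against, because Spearman's rho was -0.42 among the 1506 genes with at least 200 reads. Library preparation or PCR unrelated to genotype remains open and finds support within groups: the slope on GC content differed between the replicates labelled KO by 53.7% of its difference between groups. Slopes per 10 points of GC were 0.25 and 0.12 in WT and -0.29 and -0.09 in the libraries labelled KO. An effect of genotype on GC-rich mRNAs was not tested and stays open, since all libraries of a group share its genotype.

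The myogenic list was lower. The GC and length trend as the whole cause is argued against, because the list kept an adjusted p-value of 1.78e-05 in camera with the trend removed (range over its alternatives of 8.77e-07 to 0.441), although its median shrank from -0.82 to -0.56. WT replicate 1 as the sole source is argued against by a median of -0.53 without it. No fit removed both the trend and WT replicate 1, so their combination was not excluded, here or for the cell cycle list. A smaller share of myogenic cells in the cultures labelled KO could not be excluded: it would raise the markers of other cell types alike, and the fibroblast, endothelial and immune medians (0.40, 0.27 and -0.30) moved apart by 1.52 times the spread of their gap. The immune list has 8 tested genes, and 3 of them are at or under the floor in a group. Pax7 itself had 30 and 10 reads in WT and 5 and 7 in the libraries labelled KO. Whether translation or the number of myogenic cells differs cannot be told apart from these values. No RNA level of the same cells was analysed here. The study reported from RNA-seq no difference in Myod mRNA between the genotypes, which bears on this question. That report covers Myod and not the whole list, and its data were not analysed here. The camera calls did not hold under an estimated correlation, a test with little power on 4 libraries. The cell cycle list kept an adjusted p-value of 1.78e-05 with the trend removed (range over its alternatives of 1.1e-06 to 0.441), which argues against that trend as its whole cause; its median fell from 0.79 to 0.35 without WT replicate 1.

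Myod1 kept a log2 difference of -0.56 ± 0.38 (SE) with the GC and length trend removed, so the trend may account for part of its decrease. The limit set for this test was 0.5, and the value lies within its error of that limit. A decrease of Myod1 beyond the trend and the trend alone can therefore not be told apart with these 4 libraries. Myog rests on 1 library: no library other than WT replicate 1 had more than 3 reads.

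The lower proline set may follow its GC content. The difference was -0.078 with the trend removed and no longer past the threshold, and the rank correlation of proline run with GC content was 0.19 across genes. Median GC content rose from 51.7% in genes whose longest run is 1 to 55.8% in those with a run of 4. A smaller effect of proline runs was not excluded.

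The mitochondrially encoded list was lower, and mitochondrial rRNA, which is not translated, fell too, with a mean log2 difference of -1.71 over its 2 genes. On the deposited RPKM, 13 of 14 mitochondrial tRNA genes were lower as well, with a median of -1.45 ± 0.40 (bootstrap spread), but both libraries labelled KO lay below both WT libraries in 7 of the 14. The log2 difference of their summed reads over size factors was -1.22, and -0.46 without the library labelled KO replicate 1. As a share of all reads mitochondrial tRNA overlapped between the groups, with 0.605% and 0.476% in WT and 0.211% and 0.588% in the libraries labelled KO. The values go with a decrease that is not limited to footprints, relative to the typical gene. The rRNA difference was not past the threshold (adjusted p-values of 0.706 for mt-Rnr1 and 0.697 for mt-Rnr2 in limma). The authors removed rRNA and tRNA reads before alignment, so the mitochondrial rRNA and tRNA reads are what that step left. How complete it was in each library is unknown, so their level need not follow that of mitochondrial RNA. Whether the cells held less mitochondrial RNA or the preparation carried less of it was not tested, and the check of GC content is void because 33.3% of the list had a value.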
